A study of Mus musculus with 12 samples. Its data were reported in "Paternal phthalate exposure-elicited offspring metabolic disorders are associated with altered sperm small RNAs in mice" (2023).

How the data were processed

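Hepatic gene expression was measured by RNA-seq in F1 male mice whose sires had received either corn oil vehicle or dicyclohexyl phthalate (DCHP), a phthalate plasticizer, by oral gavage. The series held 12 libraries in 2 groups of 6, called paternal control and paternal DCHP, and each library was assigned to its group and replicate number from its title. The authors deposited 1 table of estimated counts per gene symbol, in which values need not be whole numbers. Per the labels, the reads were processed against the mm10 genome build. The aligner, the counting program and the annotation are not given in the sources used here, and neither is the strand setting. How reads that match several genes were counted is not given either, so values of single members of near-identical gene families are uncertain, which applies here to Cyp2a5, Hamp2, Selenbp2, Serpina1e, Cyp4a12b and the Mup genes. Of 21683 genes in the table, 4782 had no count in any library.

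The deposited estimated counts were rounded to whole numbers before testing. Genes with too few counts were removed with filterByExpr in edgeR (version 4.0.16, R version 4.3.3), whose minimum count is 10, which left 12459 genes. Library sizes were scaled by TMM factors. Groups were compared with the edgeR quasi-likelihood test, all 12 libraries entered the fit, and no covariate was used. A gene was called differentially expressed at a Benjamini-Hochberg false discovery rate (FDR) under 0.1 together with a fold change above 1.5. The study used the same thresholds. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of the F statistic. Levels are given as CPM, counts normalised to the library size with TMM scaling.

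Gene lists for liver functions, stress responses and cell types were fixed from general knowledge before the data were examined, as were the comparisons, the thresholds and the alternatives, except where stated. There were 36 lists, and the list named after genes singled out by the study is not independent of these libraries. Lists with fewer than 3 tested members were not tested, a minimum chosen after the data were seen, which left 34 lists. Lists were tested with camera in limma (version 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, and called at a Benjamini-Hochberg adjusted p under 0.05. A score per animal was the mean over the tested members of log2 CPM centred on each gene's mean. Scores and library measures were compared by exact two-sided permutation tests over the 924 assignments, for which the smallest p is 0.00216. With 34 lists, a single list at that p has an adjusted p of 0.0736, so that at least 2 lists would have to reach it for a call.

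Genes are named by a rule set in advance. It takes the 10 genes with the smallest p in each direction among called genes with a mean of at least 1 CPM and an assigned symbol, the genes singled out by the study, up to 4 called members of each list or otherwise the member with the smallest p, and 10 metabolic genes of general interest. Gene positions are 1-based and come from the GENCODE annotation of the same build as the deposited table, matched by symbol, and exonic length and GC content were found for 99.3% of tested genes.

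The alternatives were RLE and upper-quartile factors, TMM without the 20 most abundant genes, no filter on low counts, a filter of at least 1 CPM in at least 6 libraries, DESeq2 (version 1.42.0), limma-voom with and without quality weights, robust dispersion estimates, the replicate number as a block, 1 surrogate variable from sva (version 3.50.0), other thresholds, and each library left out in turn. For lists they were an estimated correlation, fry, a prior count of 0.5 and medians in place of means. Removal of each library's trend on gene length and GC content, and removal of DCHP 1 and DCHP 4 together, were added after the data were seen. On simulated counts for 12459 genes of this comparison, with 200 genes changed, the edgeR test recovered 90% of genes changed 2-fold and 95% of those changed 3-fold, and 13 of its 198 calls were false. DESeq2 recovered 94% and 95%, with 30 false calls of 219. The simulated genes varied independently, without single extreme livers or a length trend, and only genes with a mean of at least 1 CPM were changed. The genes called in the real data had a median absolute log2 fold change of 0.87, smaller than the simulated changes. These rates therefore need not hold for the real calls. No pair of libraries within a group was a duplicate, since the chi-square statistic per degree of freedom of the 30 pairs was 17.4 or more. Totals of estimated counts per library lay between 23794728 and 30445338.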

Results

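To examine hepatic gene expression in offspring of exposed fathers, RNA from the livers of F1 male mice was sequenced, 6 from vehicle-treated sires and 6 from DCHP-exposed sires. Sires were gavaged for 4 weeks from 8 weeks of age. Their offspring received a high-fat diet for 9 weeks from 3 weeks of age. Totals of estimated counts were 26236534 ± 2540244 in the paternal control group and 26537054 ± 2470921 in the paternal DCHP group (SD, n = 6 each, exact two-sided permutation p = 0.827). Genes with at least 10 counts numbered 12485 ± 118 and 12537 ± 232 (SD, n = 6 each, exact two-sided permutation p = 0.649). Litters and sires of the single animals are not given in the labels, so the p-values measure the spread between these animals and not between litters.

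The comparison asks which hepatic genes differ between male offspring of DCHP-exposed and control sires. Fndc3b, Scara5 and the basement membrane collagens Col4a1 and Col4a2 were higher in all 6 livers of the paternal DCHP group than in any control liver. Serpina6, which encodes the corticosteroid-binding globulin of plasma, and the cytochrome P450 gene Cyp2a5 were lower in all 6. Fndc3b rose from 21.2 ± 2.76 to 45.0 ± 5.83 CPM and Scara5, a scavenger receptor gene, from 6.56 ± 3.54 to 39.6 ± 11 CPM (mean ± SD, n = 6 each). Serpina6 fell from 271 ± 61.8 to 128 ± 12 CPM and Cyp2a5 from 761 ± 97.1 to 390 ± 65.2 CPM.

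The log2 fold change was 1.09 ± 0.11 for Fndc3b (SE, edgeR adjusted p = 0.00063), 0.88 ± 0.11 for Col4a1 (0.00285), 0.61 ± 0.08 for Col4a2 (0.00832) and 2.59 ± 0.32 for Scara5 (0.00285). Fndc3b lies on chromosome 3 from 27416162 to 27711307 on the minus strand. For Serpina6 it was -1.09 ± 0.13 (edgeR adjusted p = 0.00285) and for Cyp2a5 -0.96 ± 0.12 (0.00313). Cyp2a5 and Hamp2 have close relatives in sequence, which leaves their values uncertain. Chrm3, the gene of a muscarinic acetylcholine receptor, was expressed at a low level and was higher by 2.00 ± 0.30 on the log2 scale (edgeR adjusted p = 0.0157). Garem1, Elk4, Abcb1b, Mical2 and Cntrl completed the higher genes with the smallest p, with log2 fold changes from 0.61 for Mical2 to 1.61 for the drug efflux transporter gene Abcb1b. Among the lower genes were the methyltransferase gene Inmt (-1.08 ± 0.20), the desmosome gene Dsg1c (-1.63 ± 0.28) and Hamp2 (-1.69 ± 0.32), a paralog of the hepcidin gene. Akr1c19, Lrit2, Hpgd and Lrrc15 were also lower, with log2 fold changes from -0.68 for Akr1c19 to -1.53 for Lrrc15. Fold changes near the threshold fell below it or the adjusted p rose above it without DCHP 2 or DCHP 6 for Col4a2, DCHP 5 for Garem1 and Elk4, DCHP 1 or DCHP 4 for Mical2 and DCHP 6 for Cntrl, with adjusted p of at most 0.104 over the alternatives for Elk4.

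**Figure D1:**
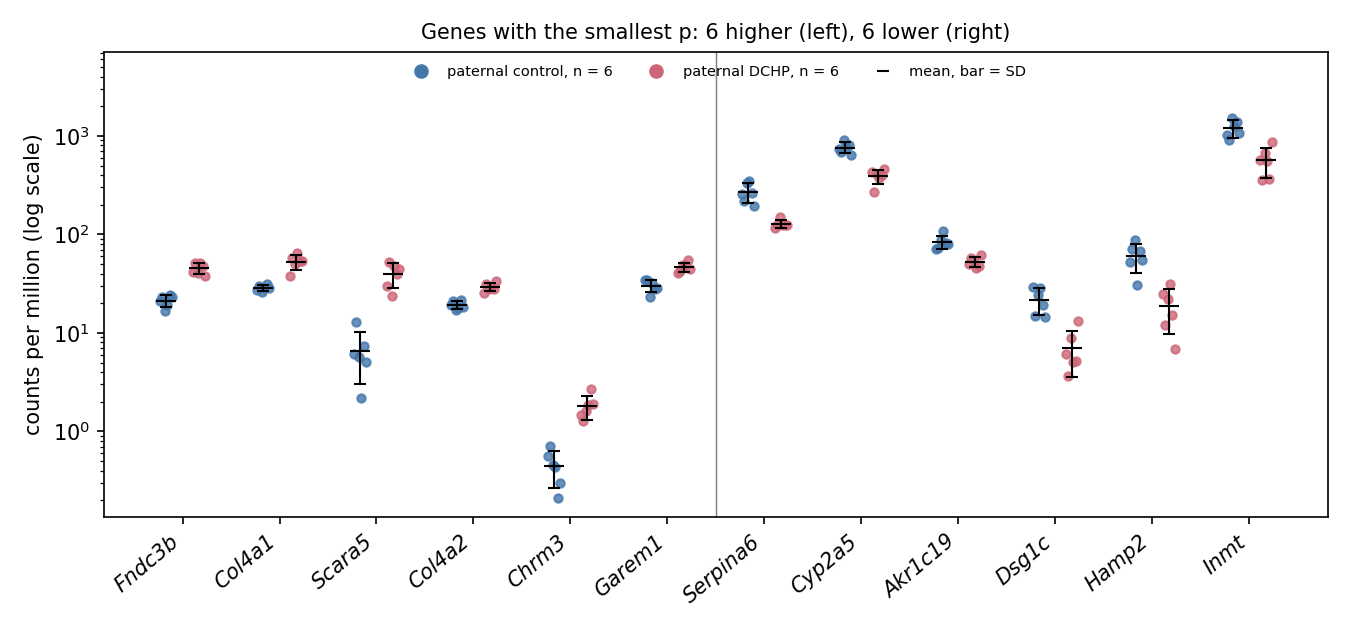
CPM on a log scale in each liver for the 6 higher and the 6 lower genes with the smallest p, with 1 point per animal, a short line for the mean and a bar for the SD. Fndc3b lies at 45.0 CPM on average in the paternal DCHP group against 21.2 CPM in controls, and Serpina6 at 128 against 271 CPM.

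In total, 159 genes were differentially expressed, 120 higher and 39 lower with paternal DCHP, among 12459 tested. All 6 DCHP livers lay beyond the control range for 267 of the 12459 tested genes, a separation that chance gives for 0.216% of genes, and 52 of the 267 were called. The first principal component held 19.4% of the variance and separated the groups (exact permutation p = 0.00216, the smallest possible, adjusted p = 0.0195 over 9 library measures). The number of calls depended on single libraries, being 105 without control 1, 7 without control 3, 33 without control 4, 38 without control 5, 33 without control 6, 69 without DCHP 4 and 77 without DCHP 5. Fold changes followed gene length, and removal of each library's length and GC trend left 103 calls, 67 higher and 36 lower, of which 95 were among the 159. Fndc3b, Col4a1, Scara5, Chrm3, Serpina6, Cyp2a5 and Akr1c19 were called under all 25 alternatives run for single genes, and were the 7 genes called without control 3, so that all other called genes named here lost their call without that library.

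Of the genes singled out by the study, Ccl6, a chemokine gene, rose by 1.15 ± 0.23 on the log2 scale (SE, edgeR adjusted p = 0.0434), from 3.79 ± 1.16 to 8.43 ± 2.46 CPM (SD, n = 6 each). Tlr8, a receptor for single-stranded RNA, rose by 1.62 ± 0.40 (0.0728), and Socs3, an inhibitor of cytokine signalling, by 1.54 ± 0.40 (0.0807). Hpgd, which inactivates prostaglandins, fell with a log2 fold change of -0.68 ± 0.13 (0.0434), and the carboxylesterase gene Ces1d with -0.86 ± 0.21 (0.0678). Slc2a2, which encodes the main hepatic glucose transporter, was at 262 ± 15.6 CPM in controls and 234 ± 41.8 CPM with paternal DCHP, a log2 fold change of -0.16 that did not pass (edgeR adjusted p = 0.445). Slc2a4 had a log2 fold change of -0.58 that did not pass either (0.410). S100a8 and Ccr1 were removed by the filter on low counts, with 19 against 145 and 9 against 44 counts summed over the 6 livers of each group. Without that filter S100a8 had a log2 fold change of 2.97 ± 0.68 (edgeR adjusted p = 0.0668, DESeq2 adjusted p = 0.00168) and Ccr1 of 2.29 ± 0.65 (0.115). Of the 7 genes of this list that passed the filter, DESeq2 called 5 and limma-voom 3. DESeq2 called S100a8 as well (log2 fold change 3.02 ± 0.69). Of the same 7, edgeR called 3 higher and 2 lower, also when adjusted over the list alone. This is not independent evidence, because the study took several of these genes from RNA-seq of these livers. By QPCR the study reported Tlr8, Ccl6, Ccr1 and S100a8 as higher. It reported Hpgd, Ces1d, Slc2a2 (Glut2) and Slc2a4 (Glut4) as lower by QPCR. The list as a whole was not called (camera adjusted p = 0.792), with a median log2 fold change of -0.16 and a mean of 0.29. It joins genes that the study reported as higher with genes reported as lower, so a test for a shared direction decides nothing here. Without regard to direction, fry gave an adjusted p of 0.00622 for this list, which is not independent evidence either. Tlr8, Ces1d and Socs3 lost their calls without any 1 of controls 3, 4, 5 and 6 or without DCHP 5, and Ces1d and Socs3 also without DCHP 4, Tlr8 and Socs3 without control 1 and Socs3 without DCHP 1. Their highest adjusted p over all alternatives was 0.193, 0.180 and 0.190, and that of Ccl6 and Hpgd, both lost without control 3, was 0.109 and 0.103.

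All 25 tested acute-phase genes, which hepatocytes express in inflammation, had positive log2 fold changes, and 5 were called by edgeR, or 10 when adjusted over the list alone, while DESeq2 called 8 and limma-voom 2. Mt2 (1.62 ± 0.40), Steap4 (1.5 ± 0.38), Serpina3n (0.99 ± 0.28) and Apcs (0.68 ± 0.18) were among them. The list was called higher by camera (adjusted p = 9.08e-08, against an adjusted p = 0.742 with an estimated correlation). The list score was higher in all 6 DCHP livers than in any control liver, by 0.69 on average, with an exact permutation p of 0.00216 and an adjusted p of 0.0736 that missed the threshold. DCHP 4 had a score of 1.62, against at most 0.17 in the other DCHP livers. Mt2, Steap4, Serpina3n and Apcs were not called without control 1, 3, 4, 5 or 6, with adjusted p up to 0.142, 0.181, 0.195 and 0.154 over their alternatives. Serpina3n and Apcs were also lost without control 2, DCHP 2 or DCHP 4, Mt2 without DCHP 4, and Steap4 and Serpina3n without DCHP 5. Without DCHP 4 the log2 fold change was 0.93 for Steap4 and 0.58 for Serpina3n. Of 20 tested NF-kB and cytokine genes, 17 had positive log2 fold changes and 5 were called higher by edgeR, or 10 when adjusted over the list alone, while DESeq2 called 7 and limma-voom 2. The edgeR calls included Cd14 (1.47 ± 0.29), Rel (0.74 ± 0.16) and Cxcl1 (3.05 ± 0.80), and the list was called higher (camera adjusted p = 5.79e-05, against an adjusted p = 0.742 with an estimated correlation). Cxcl1 was at 21.7 ± 34.8 CPM in the DCHP livers and 2.60 ± 0.62 CPM in controls (SD, n = 6 each), and was not called without any 1 control or without DCHP 4 or DCHP 5 (adjusted p up to 0.338). Cxcl1 stood at 92.1 CPM in DCHP 4, from 2.09 to 12.4 CPM in the other DCHP livers and within the control range in DCHP 2 and DCHP 3, and its log2 fold change without DCHP 4 was 1.55. Cd14 and Rel were not called without control 3 or 6, nor Rel without control 4 or 5, with adjusted p up to 0.105 and 0.118. Of 20 Kupffer cell markers 19 had positive log2 fold changes too, and DCHP 5, which had the highest Kupffer score (0.99), had the highest Cd14 (12.4 CPM) and an NF-kB and cytokine score of 0.49, below only the 0.85 of DCHP 4.

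**Figure D2:**
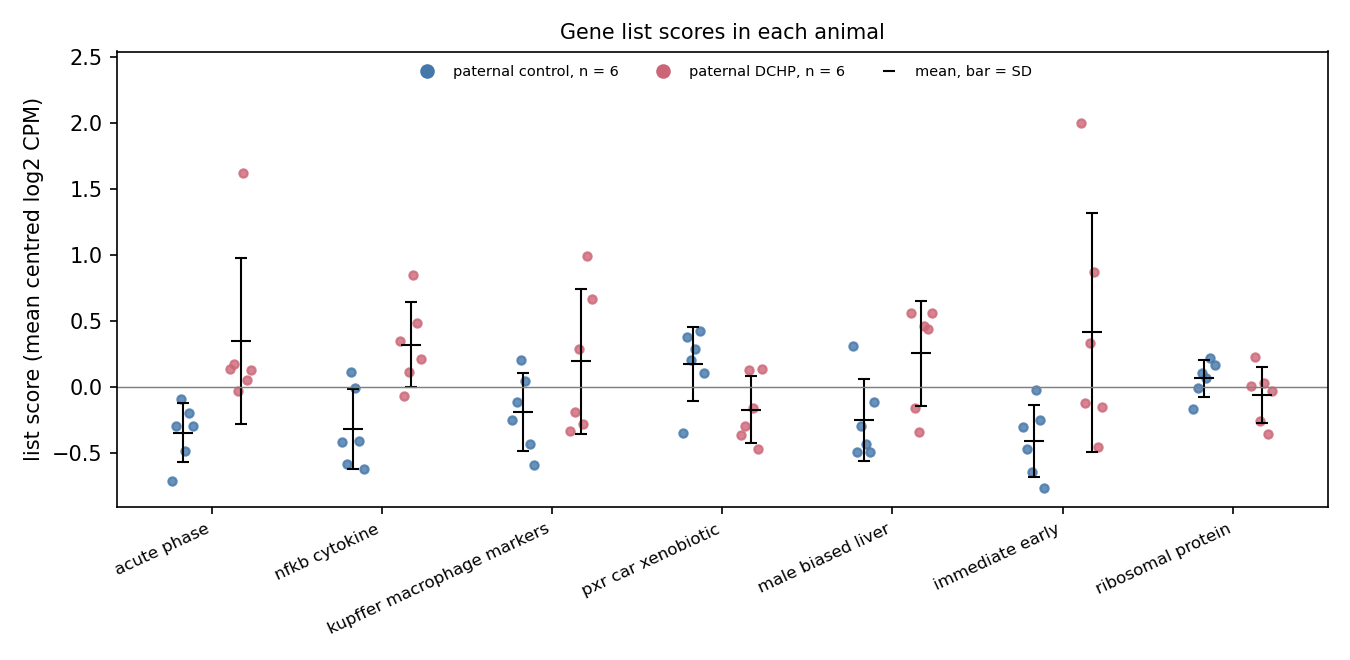
List score, the mean centred log2 CPM of the list members, in each animal for the 7 lists called by camera, with 1 point per animal, a short line for the mean and a bar for the SD. The acute-phase scores do not overlap between the groups, and DCHP 4 stands at 1.62.

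Among immediate-early genes, which respond within minutes to growth factors and stress, 6 of 24 were called higher by edgeR, or 12 when adjusted over the list alone, while DESeq2 called 8 and limma-voom 2. Klf6 (1.03 ± 0.20), Btg2 (2.26 ± 0.51), Atf3 (1.94 ± 0.46) and Fosl2 (1.05 ± 0.26) led the list, which was called higher (camera adjusted p = 0.00014, against an adjusted p = 0.742 with an estimated correlation). The immediate-early score was 2.00 in DCHP 1 and 0.87 in DCHP 4, and these livers also had the highest heat-shock scores, 0.64 and 0.53. Without both libraries the immediate-early call was lost (camera adjusted p = 0.134, from 1.05e-06 to 0.742 over its 21 alternatives). Btg2, Atf3 and Fosl2 were not called without control 3, 4, 5 or 6 (adjusted p up to 0.126, 0.134 and 0.142), nor Klf6 without control 3 (0.10). Fosl2 was also lost without control 1 or 2 or DCHP 5, and Fosl2 and Atf3 without DCHP 4. Btg2 stood at 350.3 CPM in DCHP 1 and from 34.6 to 114 CPM in the other DCHP livers, and its log2 fold change without DCHP 1 was 1.46. Of 20 male-biased liver genes, 17 had positive log2 fold changes and 4 were called higher by edgeR, or 5 when adjusted over the list alone, while DESeq2 called 5 and limma-voom 3. The complement gene C6 (0.88 ± 0.18), Selenbp2 (2.44 ± 0.53), Cyp4a12b (0.60 ± 0.14) and Serpina1e (1.87 ± 0.50) were the called members, and the last 3 have close paralogs. The male-biased list was called higher (camera adjusted p = 0.00116, against an adjusted p = 0.742 with an estimated correlation), but not without DCHP 1 and DCHP 4 (adjusted p = 0.0803, from 1.51e-05 to 0.742 over its 21 alternatives). C6, Selenbp2, Cyp4a12b and Serpina1e were not called without control 3, 4, 5 or 6 (adjusted p up to 0.114, 0.121, 0.133 and 0.176). Cyp4a12b and Serpina1e were also lost without control 2, DCHP 2 or DCHP 4, Cyp4a12b without DCHP 6 and Serpina1e without DCHP 1 or DCHP 5. Of 10 female-biased genes, edgeR called 0, or 1 lower when adjusted over the list alone, while 1 had an unadjusted p under 0.05, DESeq2 called 1 and limma-voom 0. Acot3 had a log2 fold change of -1.39 ± 0.40 (edgeR adjusted p = 0.101).

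Of 33 tested genes of the PXR and CAR xenobiotic response, 2 were called lower by edgeR, or 3 when adjusted over the list alone, while DESeq2 called 3 and limma-voom 2, and 10 had positive log2 fold changes. The called genes were Cyp2a5 and Nr1i3 (-0.73 ± 0.17), which encodes the nuclear receptor CAR and was not called without control 3, 4, 5 or 6 or DCHP 4 (adjusted p up to 0.137). Cyp3a11, a target of PXR, had a log2 fold change of -0.42 ± 0.15 that did not pass (edgeR adjusted p = 0.148). The list was called lower (camera adjusted p = 9.59e-05, against an adjusted p = 0.742 with an estimated correlation). Ribosomal protein genes were called lower as a list (camera adjusted p = 0.000585, against an adjusted p = 0.742 with an estimated correlation), with 33 of 34 log2 fold changes below 0, and a mean of -0.12. Of its members edgeR, DESeq2 and limma-voom called 0, and 1 had an unadjusted p under 0.05. The ribosomal call was lost after removal of the length and GC trend (camera adjusted p = 0.095, from 6.83e-07 to 0.742 over its 21 alternatives). Kupffer cell markers were called higher as a list (camera adjusted p = 0.00176, against an adjusted p = 0.742 with an estimated correlation), with 19 of 20 positive log2 fold changes. Of its members edgeR called 0, or 1 when adjusted over the list alone, while 6 had an unadjusted p under 0.05, DESeq2 called 1 and limma-voom 0. Kupffer scores were 0.99 in DCHP 5 and 0.67 in DCHP 6, within the control range in DCHP 1, DCHP 2 and DCHP 4, and the list was not called without DCHP 5 (camera adjusted p = 0.0544, from 1.16e-06 to 0.742 over its 21 alternatives). DCHP 5 also had the highest share of mitochondrial counts (8.03%), first principal component (48.7), correlation of expression with gene length (0.393) and erythroid score (1.62) of the 12 libraries. The lymphocyte score was 0.98 in both DCHP 6 and control 3. Cd163, the marker with the smallest p, had a log2 fold change of 1.16 ± 0.35 (edgeR adjusted p = 0.110).

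The number of lists called by camera does not stand apart from other groupings of these libraries. Each count was set against the larger direction of every other split, whose sides have no order. As many lists as the 5 called higher were found in 83 of 100 splits of the 12 livers into 6 and 6, the real one included. As many as the 2 called lower were found in 98. These 2 are the smaller direction of the real split, which favours a high number, so the 98 tells little. By the score per animal, the exact permutation test called 0 lists, with 6 at an unadjusted p under 0.05. Camera with an estimated correlation called 0, with 1 at an unadjusted p under 0.05. Fry for a shared direction called 0, with 5. Fry without regard to direction gave adjusted p of 0.0351 for acute-phase and 0.00628 for both NF-kB and PXR or CAR genes. For male-biased, immediate-early, Kupffer and ribosomal protein genes it gave 0.0507, 0.0611, 0.215 and 0.314. Some lists not called by camera passed it too, such as bile acid synthesis and transport (0.00537). It was not set against other splits. The lists called higher numbered 9 without control 3, 10 without DCHP 1 and 8 without DCHP 3 or DCHP 6, and those called lower 5 without control 1, 4 without control 3 and 6 without DCHP 3.

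No other list was called by camera, and the lowest adjusted p among them was 0.0594, for the glucocorticoid response and for complement and coagulation. Called members in these lists were Rsad2 of the interferon response (0.92 ± 0.24), S100a9 of the neutrophil markers (1.85 ± 0.53), Hspb8 of the heat-shock list (0.63 ± 0.17), Ccna2 of the cell cycle (1.22 ± 0.34), Mt2 of the glucocorticoid response, Socs3 of insulin signalling and C6 of complement and coagulation, all higher. Also called, but lower, were Fdft1 of cholesterol synthesis (-0.65 ± 0.14), Ces1d of the lipases, Dbp of the circadian clock (-0.69 ± 0.19), and Slco1a4 (-0.94 ± 0.19) and Cyp46a1 (-0.998 ± 0.27) of bile acid synthesis and transport. Without control 3, 4 or 5 none of these calls held, with the highest adjusted p over all alternatives, 0.239, for Dbp and 0.123 for Slco1a4. All but Slco1a4 were also lost without control 6, and all but Slco1a4 and C6 without DCHP 4. When adjusted over the list alone, the counts were 4 higher and 1 lower for the glucocorticoid response, 3 higher for insulin signalling, 2 higher for complement and coagulation and for neutrophil markers, and 1 higher for the interferon response, heat shock and the cell cycle. They were 2 higher and 2 lower for the circadian clock, 1 higher and 3 lower for bile acid synthesis and transport, and 1 lower for cholesterol synthesis and for lipid droplets and lipases. By edgeR, 0 members were called among monocyte-derived macrophage, lymphocyte, stellate cell, endothelial, cholangiocyte, adipocyte and erythroid markers. At an unadjusted p under 0.05 these held 1, 0, 4, 4, 1, 1 and 0 genes, DESeq2 called 1 in the macrophage and 1 in the stellate list, and limma-voom 0. By edgeR, 0 members were also called for fatty acid and triglyceride synthesis, fatty acid oxidation, gluconeogenesis and glycolysis, AHR and NRF2 targets, ER stress, hepatocyte identity and mitochondrially encoded genes. At an unadjusted p under 0.05 these held 4, 7, 2, 4, 2, 4 and 1 genes, DESeq2 called 2, 2 and 1 in the synthesis, oxidation and AHR lists, and limma-voom 0. Adjusted over the list alone, 1 monocyte-derived macrophage, 1 stellate, 2 fatty acid oxidation and 1 AHR or NRF2 gene were higher. For fatty acid oxidation, lipases, AHR and NRF2 targets and lymphocyte markers the median, mean and test differed in sign. Pancreatic acinar markers, summed, were at 0.476 ± 0.137 CPM in controls and 0.528 ± 0.187 CPM with paternal DCHP, and skeletal muscle markers at 0.41 ± 0.12 and 0.62 ± 0.28 CPM (SD, n = 6 each), too low to test as lists.

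Among the 10 metabolic genes named in advance, edgeR, DESeq2 and limma-voom called 0, and 4 had an unadjusted p under 0.05 by edgeR. Alb (0.07 ± 0.12), G6pc (0.12 ± 0.16), Pck1 (0.18 ± 0.13), Cyp7a1 (-0.20 ± 0.22) and Fasn (-0.17 ± 0.26) had log2 fold changes that did not pass. The insulin receptor substrate gene Irs2 had a log2 fold change of 0.96 ± 0.35 (edgeR adjusted p = 0.165) and Srebf1 of -0.57 ± 0.26 (0.254). Ttr, the gene of the plasma protein transthyretin, had a log2 fold change of -0.29 ± 0.07 that passed the FDR (edgeR adjusted p = 0.0675) but not the fold change, and Slc2a9 one of -0.41 ± 0.12 (0.0917).

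**Figure D3:**
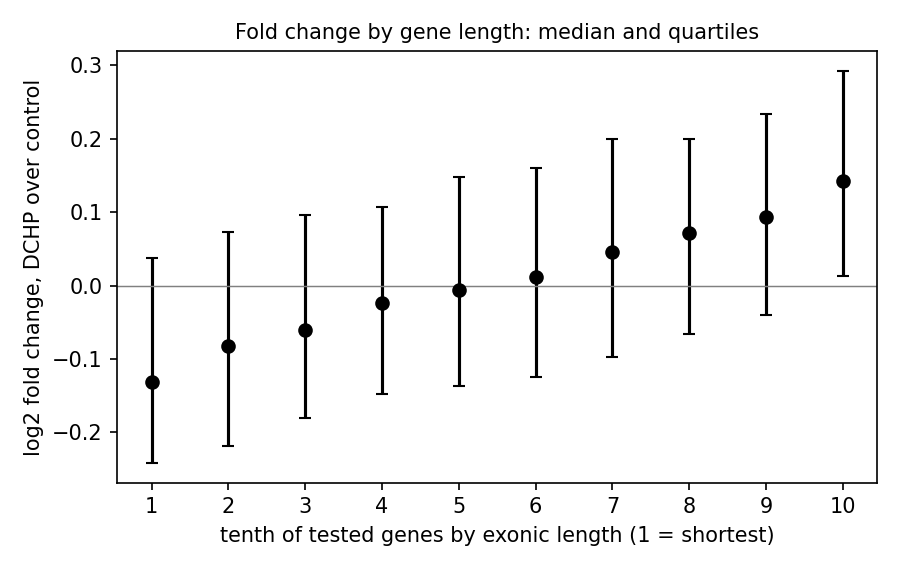
Median log2 fold change of tested genes in deciles of exonic length, from the shortest (1) to the longest (10), with bars for the quartiles. The median runs from -0.13 in the shortest decile to 0.14 in the longest.

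Across genes, the log2 fold change had a Spearman correlation of 0.304 with exonic length, where genes are not independent replicates. In the longest decile, 22 genes were called higher and 0 lower. The correlation of each library's expression with gene length was -0.146 ± 0.142 in controls and 0.107 ± 0.194 in DCHP livers (SD, n = 6 each, exact two-sided permutation p = 0.0346, adjusted p = 0.110 over 9 library measures).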

Values the study reported

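The study gave sires 10 mg/kg body weight of DCHP daily for 4 weeks before mating. At a fold change above 1.5 and an FDR below 0.1, it reported 289 differentially expressed genes in the livers of the F1 offspring. Of these, 227 were upregulated and 62 were downregulated.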

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

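The tests on single libraries were chosen after the results were seen, as was the test of calls after length correction, while the comparisons with matched gene lists and with other splits of the livers were set before theirs. A sample was singled out where its gap to the nearest other sample of its group, divided by the group's range, exceeded Dixon's critical value for 6 samples. Of 68 list scores by group, 6 met this, of 14 library measures 2, and of 156 named genes by group 10, where chance gives about 1 in 20 groups. Control 1 accounted for 7 of them.

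The acute-phase score was highest in DCHP 4, at 1.62 against 0.173 in the next DCHP liver. As a cause of the group difference, this library alone is argued against, since without it the score still differed by 0.438 ± 0.0973 (SE, 5 against 6 livers, from 0.69 with it), and 24 of 25 members had a higher mean than in controls. Gene length and GC content are argued against too, because the mean log2 fold change of 0.90 lay at percentile 100 of 10000 lists matched on length, GC content and expression. Illness of single animals remains open, as does an effect of the sires' exposure, and neither was tested.

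In controls, the neutrophil score was lowest in control 1 at -1.04, the female-biased score in control 1 at -0.94, the fatty acid oxidation score in control 1 at -0.33 and the cholangiocyte score in control 2 at -1.03. In the paternal DCHP group the cholangiocyte score was lowest in DCHP 6 at -0.23. DCHP 5 had the highest share of mitochondrial counts, 8.03% against 5.86% in the next DCHP liver and 6.98% in control 1. It also had the highest value on the first principal component, 48.7 against 19.4 in DCHP 4.

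Single genes also stood apart, given here as log2 CPM. Among controls, S100a9 was lowest in control 1 at -3.73, Cyp46a1 in control 1 at 1.85 and Fasn in control 1 at 7.96. Also among controls, C6 was highest in control 1 at 7.84 and Lrrc15 in control 4 at 3.10. In DCHP 3, Serpina6 was the highest of its group at 7.24, and C6 at 7.37 and Selenbp2 at 6.19 were the lowest. Cd163 was lowest in DCHP 2 at 1.40 and Pdk4 in DCHP 1 at 1.54.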

How the results depend on the processing

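Removal of the length and GC trend and of DCHP 1 with DCHP 4 was added after the data were seen. The 159 genes (120 higher, 39 lower) became 330 (245 and 85) with DESeq2, 59 (42 and 17) with the replicate block, 82 (66 and 16) with 1 surrogate variable, 36 (24 and 12) at an FDR of 0.05, 479 (285 and 194) at any fold change and 103 (67 higher) without the length and GC trend. Higher genes numbered 74 with limma-voom and 79 with quality weights. The other counts stayed within 1.5 times, which does not tell whether the same genes were called. Without DCHP 1 and DCHP 4 together the total was 183, but only 81 of the 159 genes were among them. With 1 library left out, the total ran from 7 to 233, higher genes from 4 to 175 and lower genes from 3 to 58, and fewer samples entered each fit. The other causes were not tested. DESeq2 calls included 157 of the 159 genes. Lists called higher and lower were 5 and 2, but 0 and 0 with an estimated correlation, 0 and 0 with fry, 11 and 5 without a filter and 11 higher without the length and GC trend. They ran from 5 to 10 and from 2 to 6 with 1 library left out, where list scores that passed ran from 0 to 3. The cause was not tested.

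Livers with equal replicate numbers gave no clear sign of pairing. Their correlations ran from -0.119 to 0.174, and 2 of 6 controls correlated best with their own number. This does not exclude pairing, on which the labels are silent. With the block, 7 lists were called higher and 2 lower, 0 list scores passed, and the p was 0.75 for library size and 0.531 for detected genes (exact permutation within blocks).

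Of 48 called named genes, 305 of 1197 alternatives ended the call and none changed its direction. Of 30 uncalled ones, 20 of 746 brought a call and 2 reversed, Alb to -0.0019 with 1 surrogate variable and Fasn to 0.0021 without DCHP 1 and DCHP 4. S100a8 and Ccr1, with 19 and 9 counts in controls, fell below the count filter, and S100a8 passed both thresholds without it.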

Other observations

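The tests of immediate-early libraries, sex-biased scores and library length trends were chosen after the results were seen. Insulin signalling genes and genes of bile acid synthesis and transport differed by score without passing adjustment. The insulin signalling score was higher by 0.21, with 25 of 33 positive log2 fold changes (exact permutation p = 0.0108, adjusted p = 0.123, camera adjusted p = 0.0753). It was 0.30 in DCHP 1 and 0.34 in DCHP 4, which also had the highest immediate-early scores, and from -0.11 to 0.07 in the other DCHP livers, against -0.18 to -0.05 in controls. The bile acid score differed by -0.17, with 9 of 27 positive log2 fold changes (exact permutation p = 0.0152, adjusted p = 0.129, camera adjusted p = 0.0753).

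The count of differentially expressed genes here was 159. That is lower than the value quoted from the study above. The higher genes numbered 120 and the lower genes 39. Those are lower than the values quoted from the study above. With DESeq2 at the same thresholds the counts were 330, 245 and 85. Those are higher than the values quoted from the study above.

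For the number of called genes, chance assignment of the livers is argued against, and for the number of called lists it is not. The splits do not speak to any single gene. They treat the livers as exchangeable, although litters and sires are not known. Of 100 drawn splits of the 462 possible, 1, the real one, gave as many as 159 genes, with 2 as the highest of the others, and, setting each direction against the larger direction of every other split, whose sides have no order, the same held for the 120 higher genes (1 split, highest other 2) and the 39 lower genes (1 split, highest other 2). For lists, by the same rule, 83 splits gave as many as the 5 called higher and 98 as many as the 2 called lower. The highest other was 11 for both. The 98 tells little, because the 2 are the smaller direction of the real split. The list calls rest on a preset correlation between genes of 0.01, while the estimated correlation was 0.475 for acute-phase genes and 0.679 for ribosomal protein genes.

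Fold changes rose with gene length. As the whole cause of the calls this trend is argued against, since 59.7% of the 159 genes were still called once it was removed. For ribosomal protein genes a length and GC bias may account for the shift, because their mean of -0.12 lay at percentile 16.1 of matched lists, and fell in size to -0.07 ± 0.07 (SD over 34 genes, from 0.05 before) after correction. Whether the trend differs by group is not settled, as the exact permutation p of 0.0346 did not pass adjustment over the library measures (adjusted p = 0.110). Reasons of RNA quality and the sires' exposure cannot be told apart, because a difference in RNA quality between the groups would give the same pattern.

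An effect of DCHP 1 and DCHP 4 alone and a difference of the whole group cannot be told apart for the higher immediate-early genes. These livers were chosen for the highest scores, so leaving them out had to lower the difference of 0.82, and 0.312 ± 0.197 (SE, 4 against 6 livers) was left. The exact permutation p was 0.133 over the other 10 livers and 0.0325 over all 12 with the highest 2 of the higher group left out each time. The latter decides nothing, because it fell under 0.05 in 9.9% of 1000 simulated runs in which only this pair of livers was high. The same pair of livers had the highest heat-shock scores, but also the highest scores of 2 other lists, insulin signalling and hepatocyte identity, so handling or stress of single animals remains open, as does an effect of the sires' exposure, which was not tested.

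The scores of male-biased and female-biased liver genes were compared between animals. The deviations of both scores from their group means had a Pearson r of -0.715 (permutation p = 0.00732) and a Spearman rho of -0.713 (permutation p = 0.012) over 12 livers. A regulator shared by sex-biased genes, such as growth hormone release, may vary between these males as a hypothesis. DCHP 3 and control 1 were the 2 livers farthest from the median male-biased deviation. Without them r was -0.485 (permutation p = 0.161), so the relation was weaker. Leaving out extreme livers narrows the range, so whether the relation rests on them is not decided.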
